A study of Mus musculus with 38 samples. Its data were reported in "The nuclear periphery confers repression on H3K9me2-marked genes and transposons to shape cell fate" (2025).

How the data were processed

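The samples were mouse embryonic stem cells kept in the naive state (naive mESCs) and epiblast-like cells (EpiLCs) derived from them. CUT&RUN, in which a nuclease tethered to an antibody releases DNA near the antibody's target, was run with antibodies against LAP2B, a protein of the inner nuclear membrane made by the gene Tmpo, against the lamin LMNB1, and with a non-specific immunoglobulin (IGG) as background. LAP2B was mapped in 4 genotypes at both stages, namely wild type (WT), cells without the lamin B receptor (LBRKO), cells without the lamins (TKO) and cells without the lamins and the receptor (QKO). LMNB1 and IGG were mapped in WT cells only. The tables held 36 libraries in 12 groups of 3, and 2 H3K9me3 samples of the series were not analysed here.

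Per the study's methods, the authors aligned read pairs to the mouse genome (GRCm39) with Bowtie2, kept properly paired primary alignments, and removed duplicates, mitochondrial reads and unassembled contigs. The authors then computed coverage signal in fixed bins with deepTools as RPKM, multiplied by a spike-in factor that falls with the number of yeast reads in the library. Blacklisted regions were left out for genes and kept for transposable elements (TEs). The step that joins bins to genes or TE copies is not described, so it was worked out from the values. For genes, each deposited signal value is taken as the sum, over the 1 kb bins that the gene touches, of the scaled RPKM, and it is not divided by length: in all 343 sets of genes that lie within 1 shared bin of this width, the values were equal (difference under 0.0001). For TE copies the methods name wider bins than these. The smallest step between TE values was, however, 0.881 to 0.941 of that between gene values in the same library, and RPKM makes this step inversely proportional to the width of the bin. TE values are therefore read as sums over bins of 1 kb too, which departs from the methods as written; no coordinates of copies were at hand to test it bin by bin. The median value of naive WT LAP2B rose from 0.531 for genes in 1 bin to 4.62 for genes covering 10 to 12 bins. The authors also deposited a modified z score for each TE copy in naive WT LAP2B, which equalled the formula in their methods divided by 1.48.

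Within a library, every deposited gene value was a whole multiple of 1 step, within 0.05 of a step, so whole reads could be recovered. Their sum over the gene table was 12028659 to 45689196 per library, and the median gene had 36 to 135 reads. A read in a bin shared by overlapping genes is counted once for each of them, so this sum orders the libraries by depth but is not the number of reads sequenced. Duplicates had been removed, and no confidence interval is given for single genes because replicates differed by more than counting error. Over the 36 pairs of replicates, the chi-square per degree of freedom of their recovered reads was 3.37 to 12.4. No libraries were merged.

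Tables held 78202 genes, of which 78131 (99.9%) had coordinates in GENCODE M39 (GRCm39), and 3793386 TE copies in 1241 families. Gene tests left out the lowest 0.1 of genes by mean value over all libraries, which left 70381. Values were used on a pair of scales. The spike-in scale is the deposited value. On the relative scale, each library was divided by its median gene (for TEs, its median family), which removes differences in total level. A pseudocount of 0.1 of the table's median was added before taking log2. TE families were tested on the mean over their copies. The library level is the log2 of the mean value over genes.

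Changes per gene and per family were tested, two-sided, with limma 3.58.1 (lmFit, contrasts, eBayes with trend) in R 4.3.3. All 24 LAP2B libraries entered 1 model of 8 group means without a replicate block, and the 6 LMNB1 and the 6 IGG libraries had models of their own. P-values were adjusted by Benjamini-Hochberg over all genes or families tested, and a change was called at an adjusted p under 0.05. For genes, a difference between stages in the effect of a genotype was tested as an interaction contrast. For the level and the lamina contrast it was tested by permuting stage labels within the mutant and within WT (400 assignments), and as an interaction term with pooled or separate spreads, each adjusted over 6 tests. These tests were chosen after the values were seen. Measures with 1 value per library were compared over the 4 genotypes by an exact permutation test of the F statistic over all 15400 assignments, and each mutant was compared with WT by a two-sided exact permutation test, for which 3 libraries against 3 allow no p under 0.1. The 3 pairwise tests of each measure and stage form a family for adjustment.

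The lamina contrast of a library is the log2 ratio of its mean in the class of genes with most LMNB1 to its mean in the class with least, the genes being ranked by WT LMNB1 of the same stage and parted into 4 equal classes. Because deposited values grow with length, this contrast and the correlations across genes were computed on the value per 1 kb bin over 70312 genes. That choice was made after the values were seen, and the undivided value is an alternative. Correlations of gene changes between mutants share their WT libraries, so unchanged groups were simulated against the same controls 50 times. For comparisons of chromosomes, genes covering at least 2 bins were set against genes alike in LMNB1 per bin and GC content, in 20 strata of each.

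The genes named in the text follow a rule written before the data were examined, as were the comparisons, the tests and most of the alternatives. The rule took the knocked-out genes, Tmpo and 4 genes from the study's text (9 in all), then for each contrast on the relative scale up to 2 protein-coding genes with the largest rise and up to 2 with the largest fall. These had to be called, at least 10 kb long, above the table's median and without overlap between the groups' libraries. For TEs, 6 families were fixed and the same rule was applied to families of at least 100 copies. Where naming a gene or a region departs from this rule, the text says so.

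Alternatives changed the pseudocount (to 0.01 or 1 of the median), the filter, the scaling (mean or quantile in place of the median, centring within chromosomes), the weights, the groups in the model, the replicate block, the gene length, the definition of the LMNB1 classes, the type of mean or correlation, and the replicates used. Alternatives chosen after the values were seen were edgeR 4.0.16 (quasi-likelihood test on recovered reads), the spike-in factor applied to reads and not to RPKM, centring or matching on GC content in 10 classes, and the undivided value. The scripts were tested on simulated data, with 200 of the 70381 genes changed by 1 log2 unit. These were drawn from genes above the median in reads, with rises and falls in equal number. The shares found therefore do not cover weaker genes, nor the scaling of libraries when many genes change. For genes, limma on the relative scale called between 70% (LMNB1) and 88.5% (TKO in naive mESCs, and WT LAP2B between stages) of the changed genes, all with the right sign, and up to 11.9% of its calls were unchanged genes (TKO in naive mESCs). For families, 98% to 100% were called.

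Other steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Permutation p-values of correlations across libraries used 100000 permutations.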

Results

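LAP2B binding to the genome was measured by CUT&RUN in 24 libraries, 3 in each of 8 groups made of 4 genotypes (WT, LBRKO, TKO and QKO) and both stages (naive mESCs and EpiLCs). In WT cells, LMNB1 and the IGG background were measured in 6 libraries each, 3 per stage. Reads recovered over the gene table came to 12608484 to 41198406 per naive LAP2B library and 18713692 to 36816402 per EpiLC LAP2B library. They came to 33339884 to 37189077 (naive) and 29522895 to 33979106 (EpiLC) for LMNB1, and to 12028659 to 45689196 and 14058614 to 36280278 for IGG. Values are deposited spike-in scaled signal (the spike-in scale) or the same values divided by each library's median gene (the relative scale). Every value given as mean ± SD rests on 3 libraries. The study worked with a single QKO clone, made from TKO cells, and its WT and TKO cells are separate lines. Spreads and p-values here therefore measure differences between libraries, not between clones or lines of a genotype.

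The knocked-out genes were examined first. CUT&RUN reads come from genomic DNA, so these values give LAP2B coverage over the gene and do not measure its transcript or protein. Over Lbr (ENSMUSG00000004880; GRCm39 chromosome 1, 181641631 to 181672984), naive relative values of replicates 1, 2 and 3 were 3.67, 3.38 and 4.54 in WT, 6.04, 5.68 and 6.89 in LBRKO, 5.41, 3.90 and 4.70 in TKO, and 7.18, 6.28 and 6.59 in QKO. In EpiLCs they were 4.09, 4.47 and 4.20 in WT, 4.33, 5.60 and 4.93 in LBRKO, 4.74, 5.53 and 5.11 in TKO, and 5.73, 6.21 and 4.73 in QKO. Over Lmna (ENSMUSG00000028063; chromosome 3, 88387454 to 88417299), naive values were 7.64, 3.27 and 5.63 in WT, 5.08, 6.44 and 7.78 in LBRKO, 29.6, 8.60 and 7.70 in TKO, and 39, 21.9 and 29.8 in QKO. EpiLC values over Lmna were 6.60, 7.77 and 7.49 in WT, 5.58, 5.98 and 7.02 in LBRKO, 6.83, 7.65 and 7.46 in TKO, and 11.7, 11.0 and 9.00 in QKO. Over Lmnb1 (ENSMUSG00000024590; chromosome 18, 56840590 to 56886496), naive values were 10.5, 9.55 and 9.40 in WT, 16.0, 11.7 and 14.8 in LBRKO, 11.0, 8.66 and 10.2 in TKO, and 9.14, 9.60 and 9.64 in QKO, and EpiLC values were 6.44, 8.21 and 8.61, then 9.91, 9.87 and 10.5, then 8.38, 9.22 and 8.78, then 8.27, 7.56 and 7.26 in the same order of genotypes. Over Lmnb2 (ENSMUSG00000062075; chromosome 10, 80737037 to 80754110), naive values were 2.57, 1.43 and 2.91 in WT, 2.08, 3.05 and 2.03 in LBRKO, 3.41, 4.20 and 4.05 in TKO, and 15.5, 11.0 and 14.2 in QKO, and EpiLC values were 3.88, 2.86 and 3.30, then 2.99, 3.16 and 3.08, then 4.46, 4.61 and 3.72, then 6.46, 6.05 and 4.79. None of these genes lost its coverage in a library of the line that lacks its product, so the tables neither contradict the genotype labels nor test them.

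The first comparison asks how much LAP2B signal each line carries. In naive mESCs the library level on the spike-in scale was 3.66 ± 0.31 log2 units in WT, 3.73 ± 0.21 in LBRKO, 2.71 ± 0.34 in TKO and 2.15 ± 0.16 in QKO (SD, n = 3), and an exact permutation test over the 4 genotypes gave p = 0.000584. On the linear scale the means were 12.9 ± 2.83, 13.4 ± 1.95, 6.65 ± 1.60 and 4.45 ± 0.492, so that TKO and QKO stood at 0.517 and 0.346 of WT. All 3 TKO and all 3 QKO libraries lay below the lowest WT library, with a two-sided exact permutation p of 0.1 each, the smallest that 3 against 3 allow (adjusted p 0.15). LBRKO overlapped WT (exact p = 0.8, adjusted p 0.8). Its difference of 0.07 log2 units became -0.051 without WT replicate 1, -0.044 without LBRKO replicate 3 and -0.33 when TE families were averaged in place of genes. Applying the spike-in factor to reads and not to RPKM put LBRKO 0.51 above WT and took the QKO difference from -1.51 to -1.13, and the median over genes took the TKO difference from -0.96 to -0.63.

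**Figure D1:**
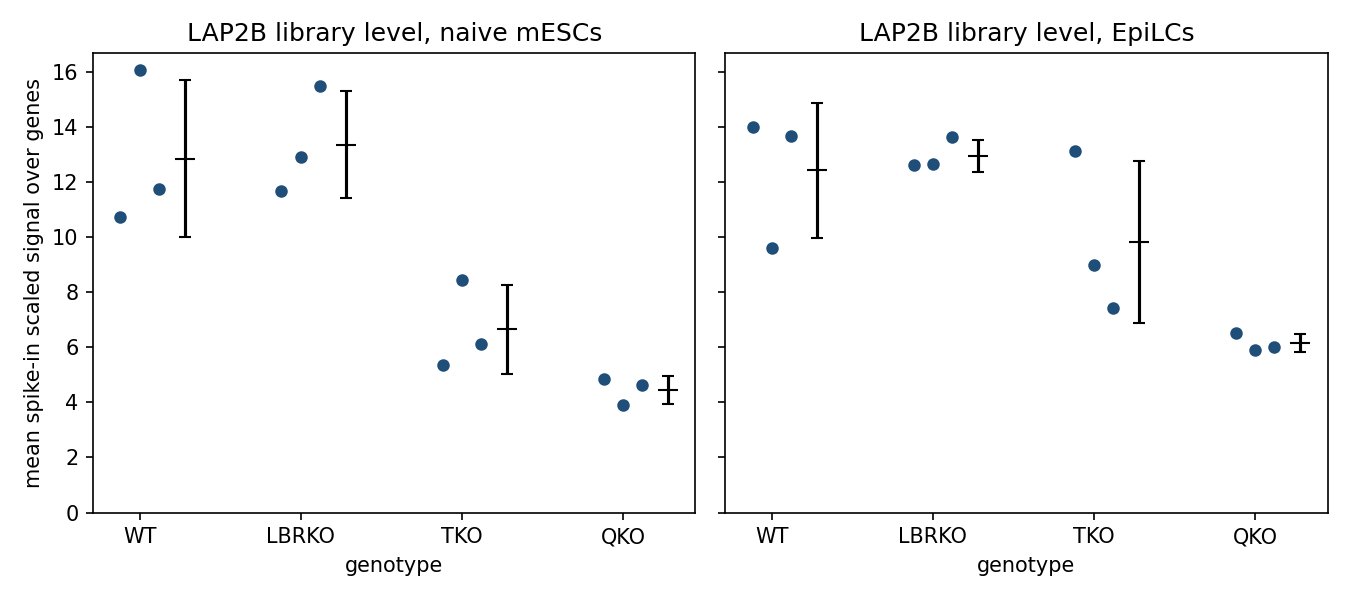
The vertical axis gives the mean deposited LAP2B signal over genes on the linear scale, whose log2 is the library level, for the 4 genotypes at both stages. Points are libraries, and bars are means ± SD of 3 libraries. Naive means fall from 12.9 in WT to 6.65 in TKO and 4.45 in QKO, and EpiLC means from 12.4 in WT to 6.16 in QKO.

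In EpiLCs the level was 3.61 ± 0.31 in WT, 3.69 ± 0.06 in LBRKO, 3.26 ± 0.42 in TKO and 2.62 ± 0.07 in QKO (SD, n = 3; exact permutation p = 0.00974 over the genotypes). The 3 QKO libraries lay below the WT libraries at 0.496 of the WT mean on the linear scale (two-sided exact p = 0.1, the smallest possible; adjusted p 0.3). TKO overlapped WT (exact p = 0.2, adjusted p 0.3), with a difference of -0.36 that was -0.59 without TKO replicate 1 and -0.17 without TKO replicate 3. LBRKO overlapped WT as well (exact p = 1, adjusted p 1), and its difference of 0.08 turned to -0.10 without WT replicate 2 and to -0.27 over TE families. Between stages, WT LAP2B differed by -0.05 (EpiLC minus naive; exact p = 1), and this turned to 0.13 without EpiLC replicate 2, to 0.12 without naive replicate 2, to 0.17 with the median over genes and to 0.23 over TE families. WT LMNB1 rose from 9.92 ± 1.37 to 10.8 ± 1.58 on the linear scale, by 0.12 log2 units (exact p = 0.5), which was 0.01 without EpiLC replicate 3 and -0.013 with the factor applied to reads. The IGG background rose from 2.32 ± 0.481 to 4.91 ± 2.71, by 0.97 log2 units (exact p = 0.1, the smallest possible), or by 0.55 without EpiLC replicate 2. Whether a genotype changed the level by different amounts at the stages was tested directly by permuting stage labels within the mutant and within WT. The effects (EpiLC minus naive) differed by 0.013 in LBRKO, 0.60 in TKO and 0.52 in QKO (exact permutation p = 0.975, 0.185 and 0.105 over 400 assignments, n = 3 per group; adjusted p 0.975, 0.278 and 0.21), so no difference between stages was shown for the level. The LBRKO value had the opposite sign without WT replicate 2 of either stage (-0.16 each), LBRKO naive replicate 1 (-0.080), LBRKO naive replicate 2 (-0.0060) or LBRKO EpiLC replicate 3 (-0.024).

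The lamina contrast asks how strongly LAP2B favours genes rich in LMNB1. In naive mESCs it was 1.68 ± 0.29 log2 units in WT, 0.86 ± 0.21 in LBRKO, 0.71 ± 0.18 in TKO and -0.73 ± 0.09 in QKO (SD, n = 3; exact permutation p = 0.00026 over the genotypes). The 3 libraries of each mutant lay below all WT libraries (two-sided exact p = 0.1 each, the smallest possible; adjusted p 0.1). The same contrast was 2.23 ± 0.30 for LMNB1 itself and 0.27 ± 0.20 for the IGG background. Values not divided by the number of bins moved the QKO difference most, from -2.41 to -1.45, and classes ranked by LMNB1 over IGG turned the IGG contrast to -0.46. In EpiLCs the contrast was 0.90 ± 0.17 in WT, 0.74 ± 0.04 in LBRKO, 0.31 ± 0.03 in TKO and 0.15 ± 0.02 in QKO (exact permutation p = 0.000195, n = 3), with 1.52 ± 0.15 for LMNB1 and 0.26 ± 0.05 for IGG. That IGG value turned to -0.90 with classes ranked by LMNB1 over IGG, to -0.072 with classes from the other stage and to -0.059 with the median over genes. TKO and QKO lay below WT in all 3 libraries (exact p = 0.1 each, adjusted p 0.15), and LBRKO overlapped WT (exact p = 0.3, adjusted p 0.3), with a difference of -0.16 that was -0.067 without WT replicate 1. The study did not take LAP2B as a stand-in for lamina contact in EpiLCs, because its WT signal there also lay outside domains bound by LMNB1. The effect of QKO on the contrast was -2.41 in naive mESCs and -0.75 in EpiLCs, a difference of 1.66 (exact permutation of stage labels, p = 0.005, the smallest possible; adjusted p 0.03; n = 3 per group), and it lay between 1.5 and 1.78 without each of the 12 libraries in turn. The effects of LBRKO and TKO differed by 0.66 and 0.38 (exact p = 0.1 and 0.41, adjusted p 0.21 and 0.492). These permutations also exchange libraries across a stage change that WT and mutant share, which makes them strict. An interaction term in a linear model with 1 spread for all groups gave adjusted p of 0.00712 in LBRKO, 0.1 in TKO and 6.32e-07 in QKO, and with a spread for each group 0.0993, 0.209 and 0.00886, so a difference was shown for QKO by each test and for LBRKO by 1 of the 3.

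**Figure D2:**
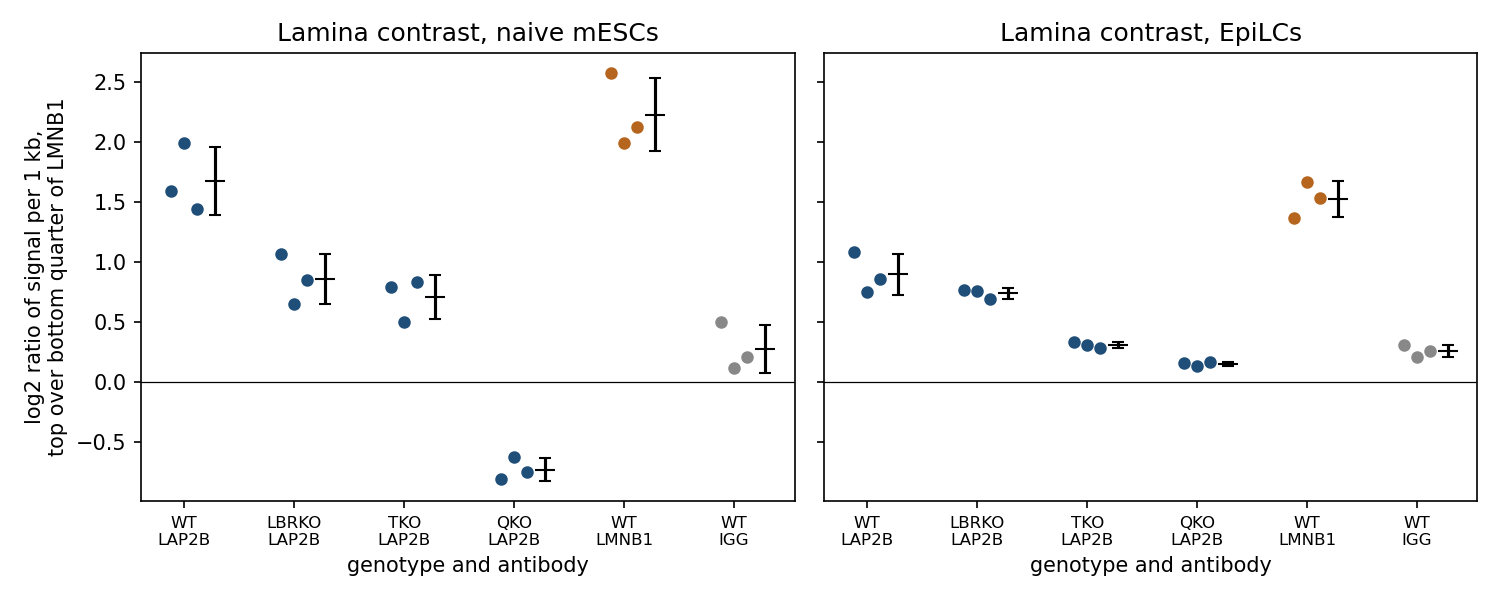
The vertical axis gives the lamina contrast, the log2 ratio of mean signal per 1 kb bin in the class of genes with most LMNB1 to the class with least (of 4 equal classes), for LAP2B in each genotype and for LMNB1 and IGG in WT; points are libraries, and bars are means ± SD of 3 libraries. In naive mESCs WT lies at 1.68, LBRKO at 0.86, TKO at 0.71 and QKO at -0.73, against 0.27 for IGG.

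Each LAP2B library was also correlated across genes with mean LMNB1 and mean IGG of WT cells of its stage. Genes are not independent replicates, so only the libraries were compared. In naive mESCs Spearman's rho with LMNB1 was 0.815 ± 0.0414 in WT, 0.266 ± 0.0897 in LBRKO, 0.290 ± 0.100 in TKO and -0.247 ± 0.00539 in QKO (SD, n = 3; exact permutation p = 0.000649). With IGG it was 0.223 ± 0.0724, 0.521 ± 0.0577, 0.585 ± 0.0153 and 0.592 ± 0.0101 (exact permutation p = 0.000519, n = 3). In EpiLCs rho with LMNB1 was 0.581 ± 0.0954 in WT, 0.338 ± 0.0199 in LBRKO, 0.106 ± 0.00384 in TKO and -0.00707 ± 0.0102 in QKO. With IGG it was 0.369 ± 0.116, 0.477 ± 0.0337, 0.711 ± 0.0139 and 0.744 ± 0.00952. Both EpiLC comparisons had an exact permutation p of 6.49e-05 (n = 3), the smallest that the assignments allow. Computed on values not divided by the number of bins, the naive QKO difference in rho with LMNB1 shrank from -1.06 to -0.232, and that in rho with IGG turned from 0.369 to -0.0106. The EpiLC LBRKO difference in rho with IGG, 0.109, was 0.0423 without WT replicate 1.

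On the spike-in scale, limma called LAP2B changes in naive mESCs at 32501 of 70381 genes in LBRKO (19983 higher, 12518 lower), 34913 in TKO (1672 higher, 33241 lower) and 52814 in QKO (7103 higher, 45711 lower). The median log2 change over tested genes was 0.21, -0.62 and -1.17. edgeR on recovered reads called 30215, 33782 and 53290 genes. Restricting the test to 26570 genes of at least 10 kb moved these counts most, to 16169, 16102 and 21464. In EpiLCs limma called 6472 genes in LBRKO (3983 higher, 2489 lower), 6772 in TKO (73 higher, 6699 lower) and 39043 in QKO (83 higher, 38960 lower), with median changes of 0.04, -0.19 and -0.73. Without WT replicate 2 the majority of LBRKO calls was lower (1969 higher, 4095 lower). The LBRKO count was 3090 without LBRKO replicate 1, 3101 without LBRKO replicate 2, 3523 without LBRKO replicate 3 and 3832 without WT replicate 1. The TKO count was 304 without WT replicate 1, 932 without TKO replicate 3, 1847 without TKO replicate 2, 2016 without WT replicate 3, 12630 without WT replicate 2 and 14057 without TKO replicate 1. With the spike-in factor applied to reads, EpiLC counts were 24646 in LBRKO, 2248 in TKO and 21135 in QKO.

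On the relative scale, which asks where LAP2B was redistributed, limma called 39739 genes in naive LBRKO (20079 higher, 19660 lower), 34973 in TKO (15291 higher, 19682 lower) and 53239 in QKO (22445 higher, 30794 lower). edgeR called 38160, 32423 and 52267. Genes of at least 10 kb alone gave 19921, 18518 and 22940. The libraries of mutant and WT did not overlap at 57.1%, 51.1% and 75.4% of genes, where chance gives 10%, and calls without overlap numbered 17663 higher and 17982 lower in LBRKO, 13232 and 17719 in TKO, and 21443 and 29034 in QKO. Dividing libraries by their mean and not their median shifted the median TKO change from -0.10 to 0.12 and turned the majority of calls from lower to higher in TKO (23506 higher, 11167 lower) and in QKO (52.0% of 51921 higher).

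By the naming rule, the largest naive rises in QKO were at Zbtb7b (ENSMUSG00000028042; chromosome 3, 89284942 to 89302144; log2 change 3.60, SE 0.15, limma adjusted p 3.59e-27), with relative values of 28.6 ± 5.79 in QKO and 2.26 ± 0.349 in WT, and at Adamtsl4 (ENSMUSG00000015850; chromosome 3, 95583509 to 95595231; 3.53, adjusted p 8.58e-27). The largest falls were at Pramel33 (ENSMUSG00000096044; chromosome 5, 93629688 to 93688059; log2 change -3.63, SE 0.15, adjusted p 2.58e-27), with 0.869 ± 0.0812 in QKO and 11.9 ± 1.24 in WT, and at Pramel47 (ENSMUSG00000079424; chromosome 5, 95453816 to 95491776; -3.36, adjusted p 1.07e-23). In TKO, Adamtsl4 rose by 1.98 (limma adjusted p 3.32e-15) and Pkn3 (ENSMUSG00000026785; chromosome 2, 29967696 to 29981035) by 1.85 (1.56e-13), while Pramel33 changed by -2.47 (1.31e-18) and Pramel42 (ENSMUSG00000095074; chromosome 5, 94674146 to 94694282) by -2.41 (3e-11). In LBRKO, Pcyox1 (ENSMUSG00000029998; chromosome 6, 86362938 to 86374151) rose by 2.18 (limma adjusted p 6.7e-18) and Dnajb13 (ENSMUSG00000030708; chromosome 7, 100150133 to 100164167) by 2.13 (6.47e-17), while Vmn2r34 (ENSMUSG00000070841; chromosome 7, 7673803 to 7692512) changed by -2.42 (1.56e-16) and Or7d10 (ENSMUSG00000051118; chromosome 9, 19828161 to 19840420) by -2.35 (5.43e-12). Pcyox1 lies on chromosome 6, whose genes as a whole were 0.35 higher in naive LBRKO. Genes of the Pramel, Vmn2r and Or families have similar copies elsewhere in the genome, so reads may be shared among them and their values are uncertain.

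In EpiLCs on the relative scale, limma called 16613 genes in LBRKO (9381 higher, 7232 lower), 12829 in TKO (5289 higher, 7540 lower) and 25295 in QKO (11908 higher, 13387 lower), and edgeR called 16402, 12333 and 25598. The TKO count was 5598 without WT replicate 1, 7748 without TKO replicate 1 and 8276 without TKO replicate 2. Libraries did not overlap at 38.5%, 36.3% and 49.3% of genes, where chance gives 10%. Calls without overlap numbered 9084 higher and 6899 lower in LBRKO, 4971 and 7235 in TKO, and 11330 and 12777 in QKO. Dividing libraries by their mean turned the majority of calls to higher in TKO (10245 of 16454) and in QKO (17256 of 28016). In LBRKO the largest rises were at Dennd5b (ENSMUSG00000030313; chromosome 6, 148889569 to 149003390; log2 change 2.13, limma adjusted p 1.9e-20) and Caprin2 (ENSMUSG00000030309; chromosome 6, 148743985 to 148797767; 2.12, adjusted p 3.4e-19), both at the distal end of chromosome 6, where the median change of 79 genes was 1.09. The largest LBRKO falls were at Gm5935 (ENSMUSG00000093923; chromosome X, 24619401 to 24641403; -1.80, adjusted p 2.25e-07) and Mmp3 (ENSMUSG00000043613; chromosome 9, 7445822 to 7455975; -1.61, adjusted p 3.84e-09). In TKO, Ccdc71 (ENSMUSG00000049305; chromosome 9, 108329575 to 108344801) rose by 1.10 (limma adjusted p 6.8e-05) and Nudt16l1 (ENSMUSG00000022516; chromosome 16, 4756625 to 4774545) by 0.94 (0.00847), and the call at Nudt16l1 was lost without TKO replicate 1 (0.86, adjusted p 0.0515) and without WT replicate 3 (0.53, adjusted p 0.164). Pramel33 changed by -2.13 in TKO (9.03e-16) and by -2.44 in QKO (2.51e-18), and Klrc2 (ENSMUSG00000052736; chromosome 6, 129624459 to 129637652), another member of a family of similar genes, by -2.11 (1.39e-09) and -2.51 (2.45e-12). In QKO, Prss36 (ENSMUSG00000070371; chromosome 7, 127531810 to 127545903) rose by 1.55 (limma adjusted p 6.67e-11) and Tnpo2 (ENSMUSG00000031691; chromosome 8, 85761958 to 85784214) by 1.48 (1.04e-12).

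The naive mutants were compared with one another. LBRKO and TKO shared 13219 genes called lower and 9924 called higher, and 1559 genes were called in opposite directions. LBRKO and QKO shared 18594 and 14115, with 1711 opposite, and TKO and QKO shared 18674 and 14184, with 148 opposite. Across 70381 genes, Pearson's r of the relative log2 changes was 0.670 for LBRKO and TKO, 0.756 for LBRKO and QKO, and 0.893 for TKO and QKO, and Spearman's rho was 0.691, 0.793 and 0.896. Unchanged groups simulated against the same WT libraries gave r = 0.50 and rho = 0.473. Changes had the same sign at 77.4%, 81.4% and 87.5% of genes. The mutants share their WT libraries here too, and neither these shares nor the shared calls were simulated for unchanged groups. By themselves the shares and shared calls therefore do not show how far the mutants changed alike. Restricted to genes of at least 10 kb, r for TKO and QKO was 0.928.

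Whether the stage change of a mutant differs from that of WT was tested gene by gene on the relative scale. limma called 14096 genes in LBRKO (7517 higher, 6579 lower), 6626 in TKO (3721 higher, 2905 lower) and 32648 in QKO (18396 higher, 14252 lower), where higher means a larger EpiLC minus naive change than in WT. edgeR called 13570, 5790 and 30375 genes. The TKO count was 3857 without TKO EpiLC replicate 3, 4239 without WT EpiLC replicate 3 and 4248 without WT naive replicate 2. Dividing libraries by their mean turned the majority to lower in all 3 mutants (9555 of 14354, 5766 of 7031 and 16942 of 30199), and centring within GC classes reduced the LBRKO count to 8317.

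In WT cells, limma compared EpiLCs with naive mESCs for each antibody. On the spike-in scale LAP2B changed at 8596 genes (7306 higher, 1290 lower; median change 0.09; 6718 by edgeR), but at 1825 without EpiLC replicate 3 and 5088 without naive replicate 1. LMNB1 changed at 5763 genes (5587 higher, 176 lower; median 0.21; 5282 by edgeR), but at 0 without EpiLC replicate 1 (limma), 18 without naive replicate 1, 330 without EpiLC replicate 3, 3245 without naive replicate 2 and 12797 without EpiLC replicate 2. For IGG, limma called 0 genes, with 24119 at an unadjusted p under 0.05, edgeR called 1, and the median change was 0.90. The IGG count was 11724 without EpiLC replicate 3 and 112 without EpiLC replicate 2. On the relative scale LAP2B changed at 22802 genes (10735 higher, 12067 lower; 21276 by edgeR; 14476 by limma without naive replicate 2), LMNB1 at 9588 (4296 higher, 5292 lower; 9485 by edgeR) and IGG at 341 (51 higher, 290 lower; 529 by edgeR). The LMNB1 count was 1860 without EpiLC replicate 1, 3076 without EpiLC replicate 3, 5725 without naive replicate 1 and 5727 without naive replicate 3. The IGG count was 4 without naive replicate 1, 10 without EpiLC replicate 1, 11 without EpiLC replicate 2, 130 without naive replicate 3 and 616 without naive replicate 2. Dividing libraries by their mean turned most calls to higher for LAP2B (15845 of 21749) and for LMNB1 (7552 of 10154). The majority also turned to higher for LAP2B without EpiLC replicate 3 (8403 higher, 8387 lower) and for LMNB1 without naive replicate 3 (2967 higher, 2760 lower). Stage groups did not overlap at 39.4% of genes for LAP2B, 32.4% for LMNB1 and 17.7% for IGG, where chance gives 10%. Calls without overlap numbered 8881 higher and 10911 lower for LAP2B, 4125 and 4969 for LMNB1, and 51 and 284 for IGG.

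The largest stage rises of LAP2B in WT were at Snapc5 (ENSMUSG00000032398; chromosome 9, 64086550 to 64096874; log2 change 1.64, SE 0.21, limma adjusted p 8.27e-08) and Ost4 (ENSMUSG00000038803; chromosome 5, 31047377 to 31068775; 1.5, adjusted p 2.04e-06). The largest falls were at Serpinc1 (ENSMUSG00000026715; chromosome 1, 160806146 to 160833433; -1.58, adjusted p 6.76e-13) and Xiap (ENSMUSG00000025860; chromosome X, 41148481 to 41198541; -1.36, adjusted p 5.18e-10). LMNB1 rose at Zfr2 (ENSMUSG00000034949; chromosome 10, 81068960 to 81087967; 1.36, limma adjusted p 0.000235) and Pop5 (ENSMUSG00000060152; chromosome 5, 115373409 to 115383410; 1.30, adjusted p 0.000687). It fell at Pramel13 (ENSMUSG00000028591; chromosome 4, 144118239 to 144135034; -1.25) and Rc3h1 (ENSMUSG00000040423; chromosome 1, 160733982 to 160802548; -1.21), with a limma adjusted p of 2.6e-05 each. For IGG, Skor1 (ENSMUSG00000022245; chromosome 9, 63045452 to 63056243) rose by 1.00 (limma adjusted p 0.0063), a call lost without EpiLC replicate 1 (adjusted p 0.123), and Ambn (ENSMUSG00000029288; chromosome 5, 88603850 to 88616390) changed by -1.09 (limma adjusted p 0.0104), a call lost without EpiLC replicate 1 (0.0948), EpiLC replicate 2 (0.0536) or naive replicate 1 (0.142).

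The 9 genes fixed in advance were taken from the study's text, which chose them in part from these samples, so counts adjusted over the list alone are not independent evidence. In naive mESCs, relative to the library median, limma called 6, 5 and 6 of them in LBRKO, TKO and QKO over all genes, and 6, 5 and 6 adjusted over the list alone. In EpiLCs it called 4, 3 and 5 over all genes and 4, 3 and 6 adjusted over the list alone. On the spike-in scale it called 4, 5 and 8 over all genes in naive mESCs, and 1, 1 and 6 in EpiLCs. The changes given next are relative to the library median. In naive QKO, Lmnb2 rose by 2.55 (SE 0.17, limma adjusted p 2.52e-19), Lmna by 2.48 (SE 0.24, 1.42e-13) and Lbr by 0.79 (9.56e-07), while Serpina3m (ENSMUSG00000079012; chromosome 12, 104304745 to 104361078) changed by -1.35 (3.16e-15), Slamf6 (ENSMUSG00000015314; chromosome 1, 171745057 to 171780737) by -0.93 (9.03e-10) and Wnt5a (ENSMUSG00000021994; chromosome 14, 28226495 to 28249405) by -0.74 (7.17e-05). Gata6 (ENSMUSG00000005836; chromosome 18, 11051565 to 11086995) was not called (0.22, limma adjusted p 0.136). In naive TKO, Lmna rose by 1.25 (limma adjusted p 1.91e-05), of which 0.63 remained without TKO replicate 1, and Lmnb2 by 0.78 (0.000148), or 0.49 without WT replicate 2. Serpina3m changed by -0.74 (5.13e-07), Slamf6 by -0.55 (0.000152; no longer called with libraries divided by their mean, adjusted p 0.103) and Wnt5a by -0.43 (0.027). The Wnt5a call was lost without TKO replicate 1 (limma adjusted p 0.0617), TKO replicate 3 (0.219), WT replicate 1 (0.0523) or WT replicate 3 (0.104). With libraries divided by their mean the Wnt5a change was -0.095 and not called (limma adjusted p 0.637). The call was also lost with centring within chromosomes (0.118) and with only the groups compared in the model (0.0627). In naive LBRKO, Tmpo (ENSMUSG00000019961; chromosome 10, 90983375 to 91017177) rose by 0.77 (limma adjusted p 1.74e-07), Lbr by 0.68 (3.1e-05), Lmnb1 by 0.51 (0.000196) and Gata6 by 0.48 (0.00273), while Slamf6 changed by -0.66 (6.53e-06) and Serpina3m by -0.47 (0.000593). The stage change of Lmna differed from WT by -1.24 in TKO (limma adjusted p 0.0129), a call lost without TKO naive replicate 1 (-0.63, 0.117) or WT naive replicate 2 (-0.92, 0.075). In QKO it differed by -1.95 at Lmna, -1.79 at Lmnb2, 0.85 at Serpina3m and 0.58 at Wnt5a.

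Chromosomes were compared because a gain or loss of copies in a line would move all genes on a chromosome. Set against genes alike in LMNB1 per bin and GC content, genes on chromosome 6 were higher in LBRKO by a median of 0.35 log2 units in naive mESCs and 0.32 in EpiLCs. The shift had the same sign in all 8 combinations of LMNB1 class (of 4) and stage, between 0.23 and 0.49. The largest median shift of any chromosome was on chromosome X in QKO, at -0.57 in naive mESCs (-0.27 in EpiLCs).

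**Figure D3:**
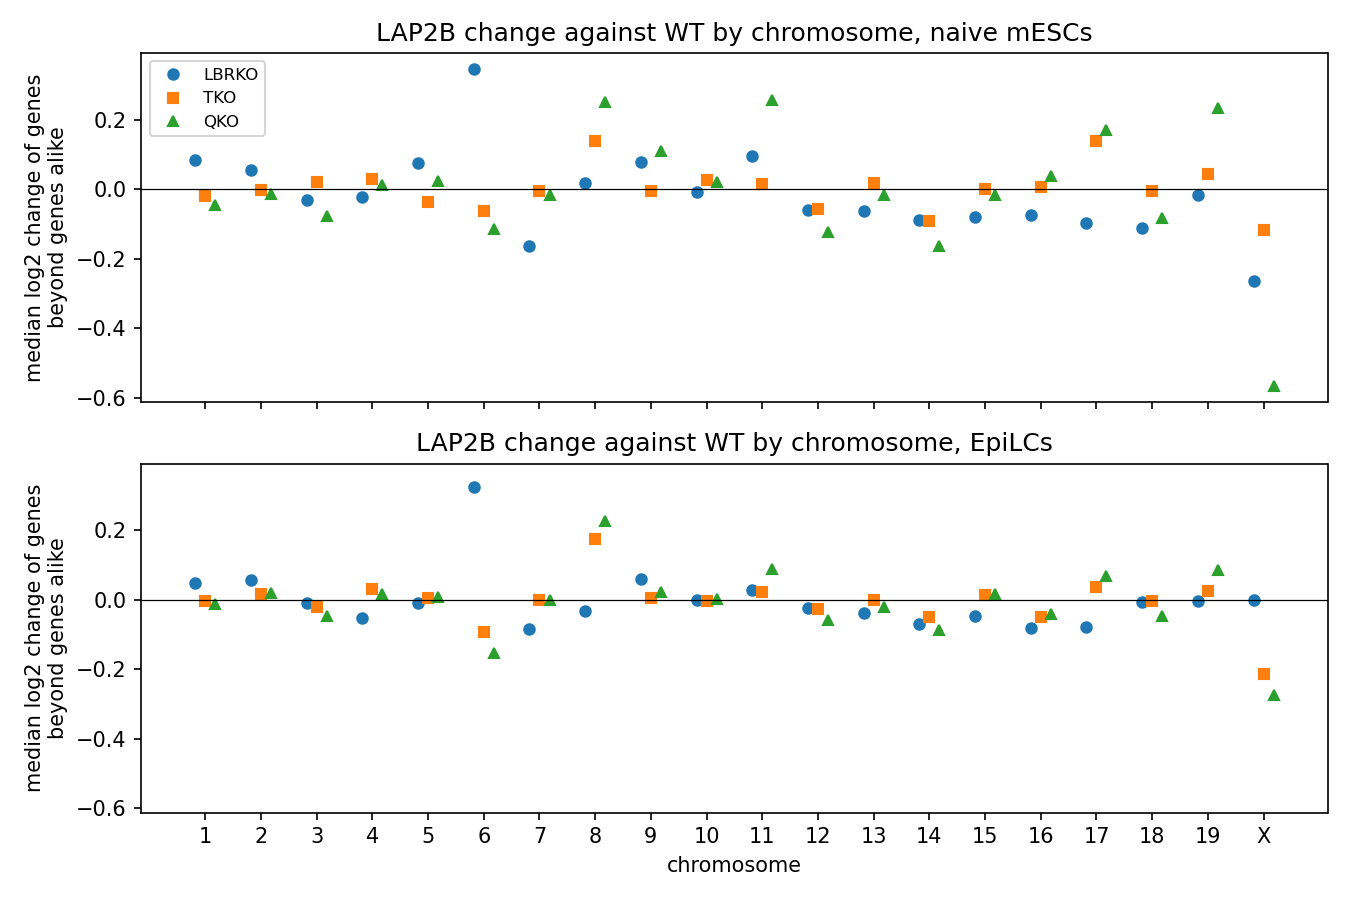
The vertical axis gives the median log2 change of LAP2B against WT on the relative scale, beyond that of genes alike in LMNB1 per bin and GC content, for each chromosome on the horizontal axis, by mutant and stage. Chromosome 6 in LBRKO lies at 0.35 in naive mESCs and 0.32 in EpiLCs.

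For TEs, limma on the relative scale called 888 of 1241 families in naive LBRKO (379 higher, 509 lower), 659 in TKO (405 higher, 254 lower) and 983 in QKO (469 higher, 514 lower), splits that became 400 higher and 166 lower, 14 and 819, and 129 and 621 with libraries divided by their mean. Between stages in WT, LAP2B changed at 332 families (176 higher, 156 lower), at 111 (52 higher) without EpiLC replicate 2, at 138 (59 higher) without naive replicate 2, and at 1172 (1170 lower) with libraries divided by their mean. LMNB1 changed at 11 families (1 higher, 10 lower; 172 at an unadjusted p under 0.05), which fell to 0 in limma without EpiLC replicate 2, EpiLC replicate 3, naive replicate 1 or naive replicate 3, and to 1 without EpiLC replicate 1. All 6 families fixed in advance from the study's text were called in LBRKO, 4 in TKO and 5 in QKO, with equal counts adjusted over the list alone. With libraries divided by their mean all 4 TKO calls were lost. These were at ERVB4_2-I_MM (limma adjusted p 0.236), L1MdA_I (0.915), RLTR13D6 (0.690) and RLTR45-int (0.440). The calls at RLTR13D6 in LBRKO (0.114) and at RLTR45-int in QKO (0.327) were lost too. In QKO the DNA transposon family FordPrefect had the largest rise (2.49, SE 0.13, limma adjusted p 4.81e-12). In naive WT cells its ratio of LAP2B to IGG was 0.131 times that of the median family. The IGG background was thus high at FordPrefect, and its rise was not separated from a larger share of background. In LBRKO the largest rise was at the short interspersed family B2_Mm1a (0.58, SE 0.04, limma adjusted p 1.57e-09).

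L1MdA_I, a young family of LINE-1 retrotransposons with 4674 copies, was followed in naive mESCs. On the spike-in scale its mean log2 signal was 1.44 ± 0.28 in WT, 0.68 ± 0.15 in LBRKO, 0.58 ± 0.35 in TKO and -0.83 ± 0.21 in QKO (SD, n = 3; exact permutation p = 0.000455), and each mutant lay below WT in all 3 libraries (two-sided exact p = 0.1, the smallest possible). Relative to the median family it was 1.94 ± 0.08, 1.36 ± 0.08, 2.23 ± 0.01 and 1.66 ± 0.12 (exact permutation p = 6.49e-05, n = 3, again the smallest possible), so TKO lay 0.29 above WT there, but -0.17 from WT with the median over copies and -0.0094 with libraries divided by their mean. LBRKO and QKO lay -0.58 and -0.28 from WT.

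The study's own measure of strong TE signal is a modified z score above 2. Computed here on family means of naive WT LAP2B, 153 of 1241 families passed, among them GSAT_MM (4652), SYNREP_MM (1001), Tigger17d (154), L1MdTf_I (17.6) and L1MdA_I (16.8), and 116 of the 153 (75.8%) also passed with the IGG background. The mean of the authors' deposited scores per copy was above 2 for 17 families, all of them among the 153.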

Values the study reported

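The study's text puts the overlap of domains called from LMNB1 with those called from LAP2B in wild-type stem cells at about 95%. Its karyotyping gave trisomy 8 in both populations of TKO cells, while 75% of WT cells were of normal ploidy and the others included cells with trisomies 6 and 8.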

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

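In this part, the interaction contrast per gene, the division of libraries by their mean and the leaving out of libraries for gene counts were set beforehand; the other tests, namely the regroupings and permutations, edgeR, centring or matching on GC content and every test of the lamina contrast, were chosen only after the result was seen.

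In all 3 mutants the change of LAP2B between naive mESCs and EpiLCs differed from the change in WT, by an interaction contrast fitted with limma on the relative scale. It was called at 14096 genes in LBRKO, 6626 in TKO and 32648 in QKO, out of 70381 tested. The difference itself was tested, gene by gene, and the split of the calls into higher and lower depends on how libraries are scaled. With libraries divided by their mean, lower calls were the majority in LBRKO (9555 of 14354), TKO (5766 of 7031) and QKO (16942 of 30199).

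GC content of genes was tested as the cause, because LMNB1 per bin falls with GC content (Spearman's rho across genes -0.349 in naive mESCs and -0.185 in EpiLCs). After each library was centred within GC classes, 8317 calls were made in LBRKO, 5513 in TKO and 24336 in QKO, which are 59.0%, 83.2% and 74.5% of the counts without it. A trend with GC content could therefore account for some calls, most of all in LBRKO, but the test argues against it as the whole cause in any of the 3 mutants. edgeR, which fits recovered reads at each library's depth, called 13570, 5790 and 30375 genes, so the counts do not rest on the log2 values alone.

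Chance was examined by permuting the residuals of an additive model of genotype and stage among the 12 libraries of each mutant and WT, which keeps both main effects. In LBRKO, TKO and QKO alike, 1 of 100 arrangements, the true one, gave as many calls, and the others gave at most 7332, 730 and 22206. This argues against chance as the source of each whole count, as far as 100 arrangements can tell. The regroupings of labels did not settle this. When the stage labels of a mutant were regrouped, 2 of 20 arrangements gave as many calls in LBRKO, 11 of 20 in TKO and 1 of 20 in QKO, the true one included. These leave the stage change of WT in the contrast, and 20 arrangements cannot give a share under 0.05. When genotype labels were regrouped within stages, 12 of 100 arrangements gave as many in LBRKO, 14 in TKO and 12 in QKO. Arrangements that exchange labels at 1 stage alone carry the difference between genotypes into the contrast, with up to 38697, 36501 and 52168 calls, so large counts are built into this scheme and it decides nothing. The size of the TKO count is the least secure. It was 3857 without TKO EpiLC replicate 3, 4239 without WT EpiLC replicate 3 and 4248 without WT naive replicate 2.

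The effect of QKO on the lamina contrast also differed between stages, by 1.66 log2 units (-2.41 in naive mESCs and -0.75 in EpiLCs; exact p = 0.005, the smallest possible, adjusted p 0.03). From naive mESCs to EpiLCs the 3 QKO libraries rose from between -0.81 and -0.63 to between 0.13 and 0.16, while WT fell from between 1.44 and 2.00 to between 0.75 and 1.09. Matching on GC content left a difference of 1.31 (exact p = 0.005), which argues against GC content as the whole cause. Ranking the genes by LMNB1 of 1 stage for both left 1.45 with naive and 0.98 with EpiLC ranks (exact p = 0.005 each), which argues against the use of different classes at the stages as the whole cause. With each stage ranked by LMNB1 of the other it was 0.77 and no longer past the threshold (exact p = 0.095), so its size depends on the ranking.

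What stays open for each of these differences is a genotype effect that depends on stage, which the design names and no test here isolates. A difference between culture or library batches stays open too, since no label gives it and it was not tested. So does a difference between the lines used, of which QKO was a single clone. In EpiLCs the study did not rely on LAP2B to mark lamina contact, because WT signal there also lay outside domains bound by LMNB1. A change in what LAP2B signal marks between stages therefore stays open as well.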

How the results depend on the processing

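The counts of calls, levels, lamina contrasts, correlations, z scores, L1MdA_I values and changes of named genes and families were recomputed with 1 choice changed at a time. The genes shared between mutants, the calls without overlap, the coverage over knocked-out genes in single libraries, and the shifts of chromosomes and of the distal end of chromosome 6 were computed in 1 setting. Among the recomputed results, apart from the calls at single named genes and families, those not mentioned here kept their direction, their side of the threshold and, for counts, a number within 1.5 times the main one. The split of a count into higher and lower is less stable. Its majority turned in 50 of 436 alternatives, 8 of which left out 1 library. Among alternatives for gene counts, 320 stayed within that limit and 75 moved beyond it. For TE family counts these numbers were 51 and 13. For the library level 137 stayed, 8 moved by more than the replicate spread, 17 reversed and 1 newly passed the threshold, and for the lamina contrast 180 stayed, 24 moved, 5 reversed, 2 newly passed it and 1 no longer did. For correlations with LMNB1 and IGG 140 stayed, 30 moved and 2 reversed. For named genes and families 1369 stayed, 63 kept their direction but were no longer called and 4 reversed. Except where the construction of an alternative shows it, the cause was not tested.

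Testing only genes of at least 10 kb leaves 26570 genes, so counts fall by construction. On the spike-in scale LBRKO, TKO and QKO gave 16169, 16102 and 21464 calls in naive mESCs (main 32501, 34913 and 52814), QKO gave 18787 in EpiLCs (39043), and the WT stage comparison gave 4561 for LAP2B (8596) and 3403 for LMNB1 (5763). On the relative scale the naive mutants gave 19921, 18518 and 22940 (39739, 34973 and 53239), QKO in EpiLCs 15525 (25295), the stage comparison 14904 for LAP2B (22802), and the stage difference of QKO 18598 (32648), while IGG rose from 341 to 1054. Over these longer genes the EpiLC IGG contrast was 0.065 (0.26), and correlation differences from WT grew. With LMNB1 they were -0.679, -0.635 and -1.24 for naive LBRKO, TKO and QKO (-0.549, -0.525 and -1.06) and -0.381, -0.708 and -0.814 in EpiLCs (-0.243, -0.475 and -0.588). With IGG they were 0.396, 0.486 and 0.478 in naive mESCs (0.298, 0.361 and 0.369), and 0.523 and 0.513 for TKO and QKO in EpiLCs (0.343 and 0.376). The correlation of TKO with QKO changes was 0.928 (0.893), and 0.914 with a pseudocount of 1 median.

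Only the groups compared in the model gave, with fewer samples to estimate the spread, 174 calls for TKO in EpiLCs on the spike-in scale (6772), 3161 for the LAP2B stage comparison (8596) and 57 TE families between stages (332; 19 higher and 38 lower, from 176 and 156). Array weights gave 16083 for LBRKO (6472), with the majority turned from higher to lower (6908 higher and 9175 lower, from 3983 and 2489), and 31201 for TKO (6772) in EpiLCs on the spike-in scale, and for the stage comparison 16798 with LAP2B (8596), 32783 with LMNB1 (5763) and 50451 with IGG (0 by limma, with 24119 at an unadjusted p under 0.05 and 1 by edgeR). For relative values, weights gave 17539 for LMNB1 (9588) and 44 TE families for LMNB1 (11). The estimation of weights stopped short of its tolerance in some of these fits, so their counts are rough. Without the filter on low values, the spike-in counts were 4264 for TKO in EpiLCs (6772), 2925 for the LAP2B stage comparison (8596) and 0 in limma for LMNB1 (5763; 5282 by edgeR), and the relative counts were 708 for LMNB1 (9588) and 0 for IGG (341; 529 by edgeR). A pseudocount of 0.01 and of 1 median gave 70 and 549 calls for IGG (341).

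With the spike-in factor applied to reads, EpiLC counts were 24646 in LBRKO (6472), 2248 in TKO (6772) and 21135 in QKO (39043), and 13275 for the LAP2B stage comparison (8596). The share of higher calls went from 61.5% to 84.0% in naive LBRKO, from 61.5% to 95.9% in LBRKO EpiLCs and from 1.08% to 12.2% in TKO EpiLCs. The level of LBRKO stood 0.51 above WT in naive mESCs (0.07) and 0.51 in EpiLCs (0.08), that of QKO at -1.13 (-1.51) and -0.50 (-0.99), and the LMNB1 stage difference reversed to -0.013 (0.12).

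Dividing libraries by their mean shifted median changes and moved the share of higher calls, without changing the number of calls by more than 1.5 times except as given. For genes the share went from 43.7% to 67.8% in naive TKO, 42.2% to 52.0% in naive QKO, 56.5% to 49.6% in LBRKO EpiLCs, 41.2% to 62.3% in TKO EpiLCs, 47.1% to 61.6% in QKO EpiLCs, 47.1% to 72.9% for LAP2B and 44.8% to 74.4% for LMNB1 between stages, 15.0% to 41.3% for IGG, with 514 calls (341), and for the stage differences 53.3% to 33.4% in LBRKO, 56.2% to 18.0% in TKO and 56.4% to 43.9% in QKO. For TE families it went from 42.7% to 70.7% in LBRKO, with 566 calls (888), 61.5% to 1.68% in TKO, 47.7% to 17.2% in QKO and 53.0% to 0.17% between stages, with 1172 calls (332), and LMNB1 gave 1167 (11). Under it the TKO changes of ERVB4_2-I_MM, L1MdA_I and RLTR45-int reversed to -0.087, -0.0094 and -0.068 (0.19, 0.28 and 0.21), and the QKO change of RLTR45-int to -0.094 (0.087). Quantile normalization took the share of higher calls to 32.2% for the TKO stage difference (56.2%) and to 32.1% for IGG (15.0%), and turned the majority in naive TKO (51.1%), in QKO EpiLCs (50.1%), between stages for LAP2B (55.3%) and LMNB1 (53.9%), and for the LBRKO stage difference (46.0%). Centring within chromosomes gave 1 IGG call on the spike-in scale, higher, where limma had 0.

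Centring within GC classes gave 6133 calls for TKO in EpiLCs (12829; 53.4% higher, from 41.2%), 8317 for the LBRKO stage difference (14096; 35.1%, from 53.3%) and 91 for IGG (341; 25.3%, from 15.0%). It took the share of higher calls to 57.1% in QKO EpiLCs (47.1%), 57.5% for LAP2B and 53.6% for LMNB1 between stages (47.1% and 44.8%), 52.9% in naive TKO (43.7%), and 43.0% and 46.5% for the TKO and QKO stage differences (56.2% and 56.4%). edgeR gave 529 IGG calls on the relative scale (341), 1 on the spike-in scale (0), and 44.8% higher for the QKO stage difference (56.4%), 48.6% for that of TKO (56.2%), 46.7% in naive LBRKO (50.5%) and 52.0% for LMNB1 between stages (44.8%). The naive LBRKO majority, near even, also turned with a pseudocount of 1 median, only the groups compared, no filter, autosomal genes or centring within chromosomes (48.9% or more, but less than even). Genes of at least 10 kb turned it in LBRKO EpiLCs (48.4%, from 56.5%) and for the TKO stage difference (47.7%), and no filter in QKO EpiLCs (50.6%).

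The median over genes moved naive level differences to -0.63 in TKO (-0.96) and -1.24 in QKO (-1.51), reversed the LAP2B stage difference to 0.17 (-0.05), moved the EpiLC QKO contrast difference to -0.89 (-0.75) and reversed the EpiLC IGG contrast to -0.059 (0.26). Averaging over TE families reversed LBRKO to -0.33 in naive mESCs (0.07) and -0.27 in EpiLCs (0.08), moved naive QKO to -1.79 (-1.51), reversed the LAP2B stage difference to 0.23 (-0.05) and moved that of LMNB1 to 0.40 (0.12).

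For the lamina contrast, classes ranked by LMNB1 over IGG gave differences from WT of -1.16, -1.30 and -3.08 in naive LBRKO, TKO and QKO (-0.82, -0.97 and -2.41) and of -0.84 and -1.22 in TKO and QKO EpiLCs (-0.59 and -0.75), and reversed IGG to -0.46 in naive mESCs and -0.90 in EpiLCs (0.27 and 0.26), which dividing by IGG brings about by construction. Classes from LMNB1 of the other stage gave -0.68 and -1.72 for naive TKO and QKO, -0.72 and -0.95 in EpiLCs, and -0.072 for EpiLC IGG. Matching on GC content gave -1.99 for naive QKO, and 0.59 and 0.42 for IGG in naive mESCs and EpiLCs. The top and bottom of 10 classes gave 0.62 and 0.69 for IGG.

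Values not divided by bins follow gene length, by construction. They gave contrast differences of -0.42, -0.65 and -1.45 in naive mESCs and -0.027, -0.25 and -0.35 in EpiLCs for LBRKO, TKO and QKO, and IGG contrasts of 5.16 and 5.30. Correlation differences with LMNB1 were -0.0870, -0.0717 and -0.232 in naive mESCs and -0.0280, -0.0365 and -0.0605 in EpiLCs. With IGG they were 0.0188 and 0.0379 in naive LBRKO and TKO, reversed to -0.0106 in naive QKO and to -0.000733 in LBRKO EpiLCs, and were 0.0234 and 0.0220 in TKO and QKO EpiLCs. Pearson's r on log2 values gave differences with LMNB1 of -0.473 and -0.987 in naive LBRKO and QKO and of -0.367 and -0.494 in TKO and QKO EpiLCs, and with IGG of 0.228, 0.286 and 0.265 in naive LBRKO, TKO and QKO and of 0.248 and 0.270 in TKO and QKO EpiLCs.

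The deposited z scores, averaged over the copies of a family, gave 17 TE families above 2 (153). They had been divided by 1.48, and multiplied back they gave 48. They also score single copies against all copies and not family means, by construction. The median over L1MdA_I copies gave differences from WT on the spike-in scale of -1.32 in TKO and -2.63 in QKO (-0.86 and -2.27), and on the relative scale reversed TKO to -0.17 (0.29) and moved QKO to -0.64 (-0.28).

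For the difference between stages in the effect of a genotype, the level in LBRKO reversed to -0.15 with the median over genes and to -0.00028 with the factor applied to reads (0.013), and the level in TKO passed the threshold with the factor applied to reads (1.07, exact p = 0.045, from 0.60). For the lamina contrast, classes from the other stage reversed TKO to -0.041 (0.38) and left QKO at 0.77, no longer past the threshold (1.66), and values not divided by bins put LBRKO at 0.40 (0.66; exact p = 0.02) and TKO at 0.41 (0.38; exact p = 0.005), past it.

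Leaving out 1 library leaves an arm of 2. Without each replicate in turn, counts on the spike-in scale ranged over 3090 to 6064 for LBRKO in EpiLCs, 304 to 14057 for TKO in EpiLCs, and for the stage comparison 1825 to 10835 with LAP2B, 0 to 12797 with LMNB1 and 0 to 11724 with IGG (limma). Relative counts ranged over 5598 to 12112 for TKO in EpiLCs, 3857 to 7437 for the TKO stage difference, and for the stage comparison 14476 to 23368 with LAP2B, 1860 to 14147 with LMNB1 and 4 to 616 with IGG, and over 111 to 358 (LAP2B) and 0 to 14 (LMNB1) TE families. The majority turned for LBRKO in EpiLCs on the spike-in scale without WT replicate 2 (1969 higher, 4095 lower), and in the relative stage comparison for LAP2B without EpiLC replicate 3 (8403 and 8387), for LMNB1 without naive replicate 3 (2967 and 2760), for LAP2B TE families without EpiLC replicate 2 or 3 or naive replicate 1 or 2 (42.8% to 49.8% higher, from 53.0%), and for LMNB1 TE families without EpiLC replicate 1, with 1 call, higher. Level differences ranged over -0.051 to 0.24 for LBRKO in naive mESCs, -0.10 to 0.18 for LBRKO in EpiLCs and -0.17 to 0.13 between stages for LAP2B, and the difference between stages in the effect of LBRKO on the level over -0.16 to 0.13. The other counts stayed within 1.5 times.

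The labels number the replicates alike in each group, but the numbers do not pair the libraries. Deviations from group means correlated at -0.119 to 0.181 over 84 pairs of LAP2B libraries with the same number, at -0.260 to 0.000767 for LMNB1 and at 0.00147 to 0.0173 for IGG. With the replicate number as a block, the stage counts were 170 (spike-in) and 5820 (relative) for LMNB1, 139 for IGG on the relative scale and 2 TE families for LMNB1 (both higher, where 10 of 11 were lower), and no other count moved by more than 1.5 times. Of the calls at named genes and families, the block removed those of Fam131a for IGG (adjusted p 0.0763) and of RLTR13B2 (0.121) and RLTR13D6 (0.193) for LMNB1.

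The exact permutation tests over the genotypes kept p at or under 0.0292 for the level, 0.00347 for the lamina contrast and 0.0288 for the correlations under all alternatives. Weighting TE copies by length and restricting L1MdA_I to copies of at least 5 kb were not run, because lengths of copies are not in the tables used. Depth limits what the shortest and weakest genes can show, since the median gene had 36 to 135 recovered reads in a library.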

Other observations

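The tests of depth behind the naive level, of QKO against IGG, of GC content, of the distal end of chromosome 6 and of Lmna, and all regroupings of libraries, were chosen only after the result was seen, and so was the reading of the copy number test; the tests of depth within groups, of chromosome copy number and of TE length were themselves set beforehand. For QKO against IGG in EpiLCs the criterion was also tightened after a first outcome was known.

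The library level of LAP2B was lower in naive TKO and QKO. RPKM already divides by depth, and the spike-in factor falls with the number of yeast reads. For an equal share of yeast reads, a library sequenced more deeply has a smaller factor and so a lower value. Depth could therefore have produced the difference. With the factor applied to reads, all 6 naive TKO and QKO libraries still lay below the lowest WT library, which argues against depth as the whole cause. Within groups depth is a likely part of the spread between replicates. Over the 24 LAP2B libraries, deviations of the level from the group mean and of the recovered reads had a Pearson's r of -0.777 (permutation p = 2e-05) and a Spearman's rho of -0.784 (permutation p = 3e-05), and r was -0.815 without the 2 libraries farthest in depth. With the factor applied to reads the sign turned (r = 0.660, permutation p = 0.0004; rho = 0.613, permutation p = 0.00179; r = 0.532 without the 2 farthest), so neither form of the scale is free of depth. Adjusted over these 4 p-values, they were 6e-05 and 6e-05, then 0.000533 and 0.00179. The recovered reads enter both sides of each relation. Differences in the amount of yeast DNA added and a true loss of LAP2B contact both stay open for the lower naive level, and neither was tested.

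Regroupings of 3 libraries against 3 come to 10, too few for a share under 0.05, so the regroupings by themselves cannot exclude chance for any of these counts. For the naive mutants no other grouping gave more than 1 call on either scale, against 32501 to 53239 in the true one, and libraries of mutant and WT did not overlap at 51.1% to 75.4% of genes on the relative scale, where chance gives 10%. On the spike-in scale the true grouping alone gave as many calls (1 of 10) for LBRKO, TKO and QKO in naive mESCs, for LBRKO and QKO in EpiLCs, and for the WT stage comparison of LAP2B and of LMNB1. As many calls came from 2 of 10 groupings for TKO in EpiLCs, where another grouping gave 29259 (6772 in the true one), and from 10 of 10 for IGG, whose true count was 0 in limma (24119 at an unadjusted p under 0.05; 1 by edgeR). For relative values the true grouping alone gave as many calls (1 of 10) for every mutant at both stages, for the stage comparison of each antibody, and for all 5 comparisons of TE families.

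In naive mESCs the lamina contrast of QKO lay below that of the IGG background, and a candidate explanation is that QKO libraries hold nothing but this background. All 3 QKO libraries lay outside the IGG range, at -0.81 to -0.63 against 0.11 to 0.50, and below it in every one of the 8 settings tried. This argues against the background seen in WT cells as their only content. IGG was not mapped in QKO cells, so a background that differs in QKO cannot be excluded. Across genes, naive LAP2B had a mean rho with IGG of 0.592 in QKO, against 0.223 in WT. In EpiLCs the 3 QKO libraries also lay below IGG (0.13 to 0.16 against 0.21 to 0.31), but in 3 of the settings, namely the top and bottom of 10 classes, classes ranked by LMNB1 over IGG and values not divided by bins, only 2 of them did. There QKO and background cannot be told apart, because the gap is small against these choices. GC content was tested for the lower naive contrast of the mutants. Within classes of like GC content all 9 mutant libraries lay below the lowest WT library (1.60), which argues against GC content as the whole cause. A true redistribution of LAP2B away from LMNB1-rich genes, the difference that the genotypes name, stays open.

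Whole chromosomes moved in some lines, and a change in copy number is a candidate explanation, for which the shift should have the same sign in each of 4 classes of LMNB1 per bin at both stages. On chromosome 6 in LBRKO it was higher in 8 of 8 combinations (0.23 to 0.49), as such a change would give. Other chromosomes weaken this test, since chromosomes 1 and 7 also had 8 alike in LBRKO, with smaller shifts, chromosome 14 was lower in 8 of 8 in TKO (-0.26 to -0.019) and in QKO (-0.59 to -0.067), chromosome 17 was higher in 8 of 8 in TKO (0.028 to 0.16), and chromosome 6 was lower in 8 of 8 in TKO and in QKO. For chromosome 6, the study's karyotyping found an extra copy in a part of the WT cells, which would lower TKO and QKO against WT and could also have passed to a line derived from WT. On chromosome 8 the shift was higher in 6 of 8 in TKO and 7 of 8 in QKO, with medians over the chromosome of 0.14 in naive mESCs and 0.18 in EpiLCs for TKO, and of 0.25 and 0.23 for QKO. The karyotypes in the study's methods give an extra copy of this chromosome in TKO, the line from which QKO was made, and in a part of the WT cells. A gain of copies is therefore known for TKO, and the higher values go with it. In naive mESCs, however, chromosome 17 in TKO (0.14) and chromosomes 11 and 19 in QKO (0.26 and 0.23) had medians about as high. In EpiLCs these medians were lower than those of chromosome 8, at 0.036, 0.089 and 0.085. The WT cells with extra copies carried chromosomes 6 and 8 in excess, but on chromosome 8 LBRKO was higher in only 2 of 8. On chromosome X the shift was lower in 7 of 8 in TKO and 7 of 8 in QKO. Its medians over the chromosome were -0.12 in naive mESCs and -0.21 in EpiLCs for TKO, and -0.57 and -0.27 for QKO. For LBRKO, lower in 4 of 8, they were -0.26 and 0. For chromosomes 8 and X in TKO and QKO, at least 1 combination of each of these 4 cases had all 3 libraries moved the opposite way. A change of LAP2B in 1 class of genes may outweigh a change of copies there, so for chromosomes 8 and X in TKO and QKO copy number and a redistribution of LAP2B cannot be told apart by these signs, since no library measures input DNA. The karyotypes name no change of chromosomes 11, 14, 17, 19 and X. The study describes the cells as XY. A lost X would leave such a cell without one, so a loss of copies is a less likely source of the lower X values.

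At the distal end of chromosome 6, 79 genes from 146 Mb on had a median relative change of 0.93 in naive LBRKO and 1.09 in LBRKO EpiLCs, against 0.18 and 0.46 for the 186 genes to their left. A local gain of copies could give this. The median was positive in the genes of low LMNB1 per bin (0.41 naive, 0.99 EpiLC) and of high LMNB1 per bin (1.12 and 1.19), of which 0.41 is the lowest. Within the region, however, genes from 147 to 148 Mb stood at -0.03 and 0.33, between windows at 0.86 and 1.12 in naive mESCs. A gain of copies and a local rise of LAP2B cannot be told apart here, since no library measures input DNA. The region was chosen after its values were seen.

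In naive TKO, Lmna had a relative value of 29.6 in replicate 1 against 8.60 and 7.70 in the other replicates, with 2873 recovered reads against 430 and 647. DNA from outside the cells' genome that carries Lmna sequence, such as a plasmid, may be the source in that library. It would raise Lmna and leave its neighbours alone. The 20 genes within 100 kb of Lmna had a median log2 excess of 0.081 in that library (range -0.63 to 0.31), where Lmna had 1.85. A local change at Lmna in that culture would look the same and stays open. QKO values over Lmna were raised in all 3 naive libraries (39, 21.9 and 29.8), and the test of neighbours was not run there.

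Of the 153 TE families with a modified z score above 2 for naive WT LAP2B, 75.8% also had one above 2 for IGG, and the scores of both correlated across families (rho = 0.713). Deposited values are sums over bins, so the length of the copies is a candidate explanation for part of these high scores. Copy number differences between the cells and the reference, which would raise LAP2B and IGG alike, stay open. The ratio of LAP2B to IGG, in which a difference in copy number cancels, was above that of the median family in 128 of the 153, with a median of 1.16 times. For L1MdA_I it was 0.995 times, which goes against an enrichment of LAP2B over background beyond the median family there, and for GSAT_MM it was 0.484. For RLTR13D6, picked after its values were seen, it was 1.46, and a true enrichment at such families stays open.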
